# IgE-binding monocytes upregulate the coagulation cascade in allergic horses

**DOI:** 10.1038/s41435-023-00207-w

**Published:** 2023-05-16

**Authors:** Elisabeth M. Simonin, Bettina Wagner

**Keywords:** Monocytes and macrophages, RNA sequencing

## Abstract

IgE-binding monocytes are a rare peripheral immune cell type involved in the allergic response through binding of IgE on their surface. IgE-binding monocytes are present in both healthy and allergic individuals. We performed RNA sequencing to ask how the function of IgE-binding monocytes differs in the context of allergy. Using a large animal model of allergy, equine *Culicoides* hypersensitivity, we compared the transcriptome of IgE-binding monocytes in allergic and non-allergic horses at two seasonal timepoints: (i) when allergic animals were clinical healthy, in the winter “Remission Phase”, and (ii) during chronic disease, in the summer “Clinical Phase”. Most transcriptional differences between allergic and non-allergic horses occurred only during the “Remission Phase”, suggesting principal differences in monocyte function even in the absence of allergen exposure. *F13A1*, a subunit of fibrinoligase, was significantly upregulated at both timepoints in allergic horses. This suggested a role for increased fibrin deposition in the coagulation cascade to promote allergic inflammation. IgE-binding monocytes also downregulated *CCR10* expression in allergic horses during the “Clinical Phase”, suggesting a defect in maintenance of skin homeostasis, which further promotes allergic inflammation. Together, this transcriptional analysis provides valuable clues into the mechanisms used by IgE-binding monocytes in allergic individuals.

## Introduction

IgE-mediated allergies are caused by the binding of allergen-specific IgE to receptors on basophils and mast cells, which degranulate when exposed to allergen [1, 2]. IgE-binding monocytes can also bind IgE through a variant of FcεRI [3–6] and circulate in allergic and healthy individuals [3]. IgE-binding monocytes provide innate protection from a broad range of pathogens and danger signals, and can respond to allergen through FcεRI-bound IgE. However, the role of IgE-binding monocytes in promoting allergy is still being understood. We previously showed that IgE-binding monocytes are more capable of IL-8 production in allergic than healthy horses, suggesting a pro-inflammatory bias in allergic individuals through enhanced recruitment of basophils and neutrophils by IL-8 [7].

Monocytes are a heterogenous cell population that can adopt a wide range of functions, depending on distinct developmental pathways [8]. Monocyte fates are determined by the inflammatory environment of the individual and specific inflammatory signals can even alter monopoiesis in the bone marrow, affecting future monocyte populations [9]. Allergies develop in some individuals upon exposure to allergen and, through a cascade of events, become a recurrent disease with every subsequent allergen contact. We hypothesized that specific inflammatory responses in some individuals, and the resultant monocyte populations that arise, help predispose these individuals, and not others, to develop allergy.

In order to better understand the role of IgE-binding monocytes in allergy, we used a large animal model affected by an allergy called equine *Culicoides (Cul)* hypersensitivity [10–18], which is mechanistically similar to IgE-mediated allergies in humans [19, 20]. *Cul* hypersensitivity is an IgE-mediated allergy in horses [3, 21–27] caused by the inappropriate response to salivary proteins released during the bites of *Cul* midges [28–31]. *Cul* are present in the environment only during warm and humid months, resulting in a seasonal disease where allergic individuals have signs of allergy in the summer and appear clinically healthy in the winter. This model allows comparison of immune cells when the horses have clinical allergy or are in remission to determine how cells are programmed to remember and maintain allergy.

In this article, we purified IgE-binding monocytes from allergic and healthy individuals at two seasonal timepoints, the “Remission Phase” in the winter and the “Clinical Phase” in the summer. We performed RNA sequencing (RNA-seq) on IgE-binding monocytes from each phase to ask how the IgE-binding monocyte transcriptome differs between allergic and healthy horses. We also asked if certain pathways were more activated in IgE-binding monocytes from allergic horses, and whether these genes were always activated or only activated during one or the other seasonal timepoint. To our knowledge, this is the first transcriptional analysis of IgE-binding monocytes and comparison between allergic and healthy individuals.

## Materials and Methods

### Animals and blood collection

All animals included in this study were Icelandic horses with heterogenous genetic backgrounds, as determined previously by MHC haplotype [32]. All horses were annually vaccinated against rabies, tetanus, West Nile virus, Eastern and Western Encephalitis virus, and in December were dewormed with moxidectin and praziquantel (Zoetis, Parsipanny, NJ, USA). Vaccination and deworming were synchronized for all animals. Horses lived together full time on large pastures with run-in sheds, free access to water, mineral salt blocks, and were fed grass (summer) and grass hay (winter).

All horses also had similar exposure to *Cul* midges from mid-May to mid-October, and no exposure to midges during the winter months. Horses were either clinically healthy (*n* = 5) or had naturally occurring, seasonal *Cul* hypersensitivity (*n* = 7). The sample size was selected based on the previously reported prevalence of allergic disease for Icelandic horses that are exported from Iceland as adults (20–60% prevalence) [11, 33, 34] so that about half of the horses would be allergic. Allergic horses included 6 mares (ages 9–15, median 13.5) and 1 gelding (7 years), and healthy horses included 5 mares (5–12 years, median 6 years). Two additional healthy horses were excluded from the analysis because they developed signs of allergy after the study was completed. In January and August, heparinized blood was collected by *V. jugularis* venipuncture using a vacutainer system (Becton Dickinson, Franklin Lakes, NJ). Blood samples were used for peripheral blood mononuclear cell (PBMC) isolation followed by IgE-binding monocyte cell sorting and RNA-seq. Two-four horses were sampled each day over 7-weeks in January–February and 3-weeks in August-September. In January (“Remission Phase”), all horses were clinically healthy. In August (“Clinical Phase”), allergic horses had chronic, severe clinical signs of allergy, while healthy horses had no clinical signs (Table 1).

**Table 1:** Study population of allergic horses that only show clinical disease during allergen exposure in the “Clinical Phase” and healthy horses that never show clinical disease.

	“Remission Phase”^a^ Clinical Score, median (range)	“Clinical Phase”^b^ Clinical Score, median (range)
Allergic Group (*n* = 7)	0 (0–1)	6.5 (4–7)
Healthy Group (*n* = 5)	0 (0–0)	0 (0–2)

^a^There was no *Culicoides* allergen exposure in winter months. Scores were assigned in January and all horses were clinically healthy.

^b^All horses were chronically exposed to *Culicoides* allergen in summer months from June-September. Scores (0–10) were assigned in August when allergic horses had chronic signs of allergy. Scores ≥ 3 are allergic.

*Cul* hypersensitivity was diagnosed by clinical signs and confirmed by intradermal skin testing with *Cul* whole body extract (WBE; Stallergenes Greer Inc., Cambridge, MA, USA) where allergic horses had immediate skin reactions and healthy horses did not. Histamine and saline intradermal injections served as positive and negative controls, respectively. As previously described [35], all horses were given a clinical allergy score every 2–4 weeks. Scores were assigned for pruritis (0–3), alopecia (0–4) and dermatitis (0–3). No randomization was used to assign groups.

All animal procedures were carried out in accordance with the recommendation in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The animal protocol was approved by the Institutional Animal Care and Use Committee at Cornell University (protocol #2011–0011). The study also followed the Guide for Care and Use of Animals in Agricultural Research and Teaching.

### IgE-binding monocyte sorting

PBMC were isolated from cell-rich plasma of whole blood by density gradient centrifugation, as previously described [3, 7]. Briefly, leukocyte-rich plasma was layered on Ficoll (Ficoll-PaqueTM Plus, GE Healthcare, Piscataway, NJ) and centrifuged. The interphase, containing PBMC, was collected and washed twice with phosphate buffered solution (PBS, Fisher Scientific, Waltham, MA, USA), and then washed in 10 ml PBS-BSA (0.5%(w/v) BSA, 0.02%(w/v) NaN3, all from Sigma-Aldrich, St. Louis, MO, USA).

Following PBMC isolation, cells were immediately prepared for sorting as previously described [3]. Briefly, PBMC were first incubated with an anti-equine CD14 monoclonal antibody (mAb, clone 105, biontinylated) [36], followed by incubation with goat-anti-mouse IgG1-coated magnetic beads (Miltenyi Biotech, Auburn, CA), and the CD14+ fraction was collected over an LD column (Miltenyi Biotech, Auburn, CA). Two aliquots of 1 × 10^8^ PBMC were sorted in parallel for each horse and CD14+ fractions were pooled after collection. For fluorescence-activated cell sorting (FACS), CD14+ cells were further stained with antibodies against equine MHCII (clone cz11, conjugated with phycoerythrin) [37], IgE (clone 176, conjugated with Alexa Fluor 488) [21], CD16 (clone 9G5, conjugated with Alexa Fluor 647) [38], CD163 (clone BerMac3, conjugated with Alexa Fluor 647) [39], and a viability dye (ThermoFisher Scientific, Waltham, MA, USA), followed by secondary staining with streptavidin-PerCP-Cyanin5.5 (BioLegend, San Diego, CA, USA) to label biotinylated CD14 mAb. Alexa conjugation and biotinylation of mAbs were performed according to manufacturer’s protocols (ThermoFisher Scientific, Waltham, MA, USA). UltraComp beads and amine reactive beads (both from ThermoFisher Scientific, Waltham, MA, USA) were single stained as compensation. At each sorting step, aliquots were also collected to check for sorting efficiency by flow cytometry. All antibody staining steps were performed in PBS-BSA on ice. Anti-IgE mAb 176 was used for FACS because it binds IgE but has minimal receptor crosslinking ability [3, 7, 21, 24].

FACS was performed on a BD FACS Aria Fusion sorter at Cornell University’s Biotechnology Resource Center (BRC) Flow Cytometry core through an 85 µm nozzle at 25 psi. Live IgE-binding monocytes (CD14^low^/IgE + /MHCII^high^/CD16-/CD163- cells) were collected into cell culture medium (DMEM supplemented with 1%(v/v) non-essential amino acids, 2mM L-glutamine, 50 µM 2-mercaptoethanol, 50 µg/ml gentamicin, 100 U/ml penicillin, 100 µg/ml streptomycin, all from ThermoFisher Scientific, Waltham, MA, USA, and 10% FCS from Atlanta Biological, Flowery Branch, GA, USA) at room temperature (RT) and viability was confirmed by trypan blue exclusion (STable 1). Sorted IgE-binding monocytes were cryopreserved in ice-cold cell culture medium supplemented with 10% dimethyl sulfoxide (DMSO, Sigma-Aldrich, St. Louis, MO, USA) and stored in liquid nitrogen until processing for RNA extraction. Cell yield of sorted IgE-binding monocyte fractions ranged from 7.1 × 10^4^–4.3 × 10^5^ cells/sample (median 2.5 × 10^5^ cells, *n* = 24).

### RNA extraction and Illumina sequencing

Frozen IgE-binding monocytes were thawed at 37 °C and slowly resuspended into 10 ml PBS-FCS (PBS supplemented with 20% FCS and 2 mM EDTA (Boston BioProducts, Boston, NY, USA) at RT. Cells were pelleted at 100 x g, 5 min, RT and washed once in 1 ml PBS-FCS. Cells were resuspended in 250 µl PBS-FCS and 750 µl Trizol LS solution (Invitrogen, Waltham, MA, USA). Then, 200 µl chloroform (Fisher Scientific, Pittsburgh, PA, USA) was added. Tubes were vigorously shaken for 15 s and centrifuged at 16,000 x g, 15 min, 4 °C. The aqueous phase was collected and added to an additional 600 µl chloroform in Phase Lock Gel tubes (Quantabio, Beverly, MA, USA). To improve RNA recovery, 2 µl of a glycogen carrier (GlycoBlue, ThermoFisher Scientific, Waltham, MA, USA) was added. Last, 500 µl isopropanol was added and incubated on ice for 1 h, then washed three times in 75% ice-cold ethanol. All wash spins were performed at 16,000 x g, 10 min, 4 °C. Extracted RNA was air dried in a laminar flow hood at RT, then resuspended in 20 µl RNase-free water (Invitrogen, Waltham, MA, USA), and stored at −80 °C until submitted for sequencing.

RNA concentration was determined by High Sensitivity RNA Qubit assay (Invitrogen, Waltham, MA, USA) and RNA integrity was measured with a Fragment Analyzer (Advanced Analytical, Orangeburg, NY, USA). All samples were of good quality (RQN median 10, range 7.6–10) and had a median RNA concentration of 36 ng/µl (range 22–49.3 ng/µl) (STable 1) during both timepoints.

Cornell University’s Transcriptional Regulation and Expression (TREx) Facility prepared RNA libraries for Illumina® Sequencing. RNA was first poly-A selected with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA) and TruSeq-barcoded RNA-seq libraries were generated using the NEBNext® Ultra™ II Directional RNA Library Prep kit (New England Biolabs, Ipswich, MA, USA). Libraries were sequenced on an Illumina instrument with a read length of 75 bp single end reads at a depth of 20 million reads per sample.

### RNA-seq analysis

Raw sequencing reads were initially processed by Cornell’s TREx Facility using pipelines built around ENCODE standards and practices. First, raw fastq files were processed with TrimGalore v0.6.0 to remove low quality bases and adaptor sequences. Reads were then mapped to the EquCab3.0 genome using STAR v2.7.0e [40]. Read count data was further analyzed using iDEP.96 (integrated Differential Expression and Pathway analysis). Counts data was transformed using EdgeR (log2(CPM + 4)) on all genes with a minimum of 0.5 counts per million (CPM) in at least 1 library. Samples from each phase were normalized separately.

Differentially expressed genes (DEGs) between allergic and healthy horses were identified by DESeq2 [41] and fold change (FC) values always describe the change in allergic horse samples over/under healthy horse samples. Significance was calculated by False Discovery Rate (FDR), referred to as adjusted *p*-value (p) throughout, and 39 genes had an adjusted p-value (FDR) < 0.05 at one or both timepoints. These genes were mapped in a heatmap using heatmap.2 and ggplot2 functions. Data was centered by subtracting the average expression level for each gene. Hierarchical clustering of genes was performed with Euclidean distance and average linkage. Samples were clustered by seasonal timepoint and allergy group.

### Statistical analysis

The data were not normally distributed as confirmed by D’Agostino and Pearson tests. Therefore, non-parametric tests were used for analysis. A Holm-Sidak multiple comparisons test compared clinical scores and sorting purities. RNA-seq counts data statistics were calculated by a Wald test in DESeq2 [41]. Investigators were not blinded during analysis. Unless otherwise specified, graphs plot individual values and group medians. *P*-values < 0.05 were considered significant. Graphs were generated with GraphPad Prism software version 9.0.0 (GraphPad Software Inc., La Jolla, CA, USA).

## Results

### IgE-binding monocytes were purified during both phases of allergy

IgE-binding monocytes were sorted from equine PBMC as previously described [3] from allergic (*n* = 7) and healthy (*n* = 5) horses. IgE-binding monocytes in equine peripheral blood are characterized as CD14^low^/IgE + /MHCII^high^/CD16-/CD163- cells (Fig. 1A). Total monocytes were first enriched by magnetic CD14+ sorting, then IgE-binding monocytes (CD14^low^/IgE + /MHCII^high^/CD16-/CD163-) were further purified by FACS (Fig. 1B). IgE-binding monocytes were enriched from 7.0% (median, range 2.4–11.9%) in CD14-enriched samples to 93.6% (median, range 87.8-97.8%) after FACS (Fig. 1C). The sample purities after FACS were calculated using a strict gating strategy, however even the cells outside of those gates still resemble IgE-binding monocytes but with marginally lower IgE binding or CD14 expression (Fig. 1B, left panel). IgE-binding monocytes were purified in January (“Remission Phase”) when allergic horses had no *Cul* allergen exposure or clinical signs of allergy, and in August (“Clinical Phase”) when horses were constantly exposed to environmental allergen and allergic horses experienced chronic clinical signs (Table 1, Fig. 1D). Healthy horses never experienced clinical allergy.

**Fig. 1:**
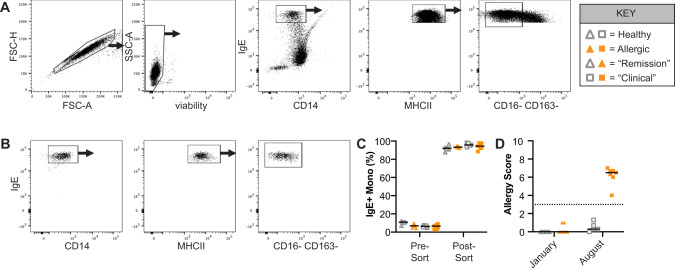
IgE-binding monocytes were purified from PBMC during clinical allergy and remission. PBMC were isolated from healthy (*n* = 5, gray Δ□) and allergic (*n* = 7, orange ▲■) horses in January (“Remission Phase”, triangles) and August (“Clinical Phase”, squares). IgE-binding monocytes were purified by magnetic CD14 enrichment followed by FACS. **A** Gating strategy to isolate IgE-binding monocytes from CD14-enriched cells. Images from left to right show doublet exclusion, viability selection, and gates on CD14^low^/IgE + , MHCII^high^, and CD16-/CD163- cells. **B** IgE-binding monocyte purity, after FACS, shown by IgE binding and CD14 expression (left), MHCII expression (middle) and lack of CD16/CD163 expression (right). **C** IgE-binding monocyte purities are summarized for all samples after CD14 enrichment (pre-sort) and after FACS (post-sort). **D** Clinical signs of allergic and healthy horses at both timepoints. Flow cytometry plots are representative from one horse in January.

### IgE-binding monocytes exhibit distinct transcriptomes in allergic individuals during the “Remission Phase”

IgE-binding monocyte transcriptomes at both phases were then compared by RNA-seq. 

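RNA from the sorted IgE-binding monocytes of 7 allergic and 5 healthy horses was sequenced in each phase, which gave 24 libraries, 12 per phase. The authors selected poly-A RNA, prepared directional libraries, sequenced them as single-end reads, trimmed the reads with TrimGalore and mapped them to EquCab3.0 with STAR. For each library they deposited the number of reads counted on each of 30371 genes, without normalization, and the counting tool is not given in the sources used here. In the “Remission Phase”, between 17558184 and 40404429 reads per library were counted on genes, with a median of 28554227. In the “Clinical Phase”, the range was 14493071 to 24832163, with a median of 19823800. The paper gives its depth as 20 M reads for each library, against a median of 22.8 M counted on genes, and the values given here use the counted totals. Horses are named by the codes of the deposited libraries, A1 to A7 for allergic horses and H1, H2, H4, H6 and H7 for healthy horses, and the same horses were sampled in both phases. Genes with at least 0.5 CPM in at least 1 library of a phase were kept, 12670 genes in the “Remission Phase” and 13315 in the “Clinical Phase”. Allergic horses were compared with healthy horses within each phase by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was counted as a call. The Wald test of DESeq2, which the paper used, was run as an alternative on the same genes. The 5 other settings with all horses were RLE factors, no filter on low counts, edgeR's filterByExpr, limma voom with sample quality weights, and a fit of both phases together. That last fit takes the 2 libraries of a horse as independent, so its p for a difference between the groups may be too small. Fold changes are on the log2 scale, allergic over healthy. The deposited files list genes by Ensembl identifier only and pair none with a symbol, and 0 of their identifiers matched the reference gene table at hand, which is of the assembly TB-T2T. A gene that the paper names was therefore identified by its values, as the only gene whose DESeq2 log2 fold change and adjusted p equal those the paper prints, at the digits it prints in 1 of the phases. Such a gene is called the F13A1-matched gene, for example, and since the match rests on the paper's own values, a DESeq2 value of a matched gene is not independent evidence.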

While the total raw read counts (SFigure 1A) varied between samples, after normalization the median counts distribution was consistent across samples, especially within each phase (SFigure 1B). 

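The TMM factors, which scale the library sizes, ranged from 0.731 to 1.06 in allergic horses and from 1.05 to 1.11 in healthy horses in the “Remission Phase”. During the “Clinical Phase”, they ranged from 0.928 to 1.07 in allergic horses and from 0.959 to 1.11 in healthy horses. The lowest factor belonged to the “Remission Phase” library of allergic horse A6. The same library had counts on 11802 genes, while the other allergic libraries of that phase had counts on 13130 to 13877 genes.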

During the “Remission Phase”, the normalized median counts distribution was 8.93 (mean, SD 0.055, *n* = 7) in allergic horses and 8.96 (mean, SD 0.008, *n* = 5) in healthy horses. 

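For each library, the median of log2(CPM + 4) over the kept genes was computed from TMM-normalized CPM. During the “Remission Phase”, its mean was 4.21 ± 0.07 (SD, n = 7) in allergic horses and 4.25 ± 0.01 (SD, n = 5) in healthy horses. Allergic horse A6 had the lowest median, 4.05, while the other 6 allergic horses lay between 4.22 and 4.25 and the healthy horses between 4.23 and 4.27. The alternative that moved the medians most was the use of counts divided by DESeq2 size factors in place of CPM, with the same 4 added. On that scale, the mean was 8.69 ± 0.07 (SD, n = 7) in allergic horses and 8.72 ± 0.01 (SD, n = 5) in healthy horses.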

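Within the “Clinical Phase”, the mean of the library medians of log2(CPM + 4) was 4.05 ± 0.01 (SD, n = 7) in allergic horses and 4.04 ± 0.02 (SD, n = 5) in healthy horses, a difference within the spread of either group. With counts divided by DESeq2 size factors, the mean was 7.94 ± 0.01 (SD, n = 7) in allergic horses and 7.93 ± 0.03 (SD, n = 5) in healthy horses.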

During the “Clinical Phase”, the normalized median counts distribution was 7.94 (mean, SD 0.012, *n* = 7) in allergic horses and 7.92 (mean, SD 0.023, *n* = 5) in healthy horses. 

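The separation of the groups was measured as the share of the total sum of squares of log2(CPM + 4), over all kept genes, that lies between allergic and healthy horses. Within the “Remission Phase”, this share was 14.4%, and 26 of the 792 ways to split the 12 libraries into groups of 7 and 5 gave a share as large (one-sided exact permutation test, p = 0.0328). For the “Clinical Phase”, the share was 8.53%, and 331 of the 792 splits gave one as large (p = 0.418 from the same exact test). The median over all splits was 8.76% in the “Remission Phase” and 8.13% in the “Clinical Phase”. The shares of the 2 phases differed by 5.91 percentage points (two-sided exact permutation test with the same relabelling of horses in both phases, p = 0.0896). The share in the “Remission Phase” was no longer past the threshold when any of the 5 healthy horses was left out, with p between 0.112 and 0.176 in the same exact test. The difference between phases passed it only without allergic horse A6, at 8.64 points and an exact p of 0.0325.

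**Figure D1:**
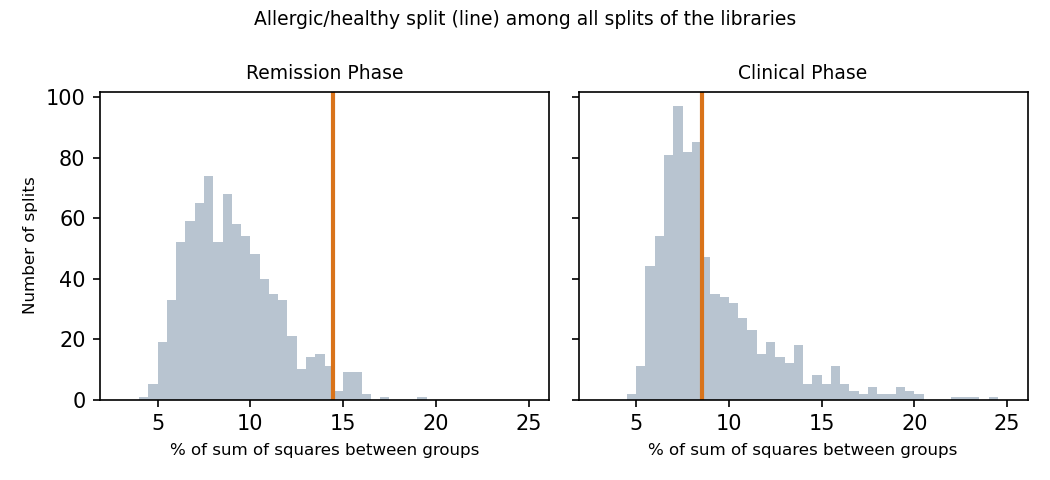
Histograms of the percentage of the sum of squares between groups for all 792 splits of the 12 libraries of each phase into groups of 7 and 5, with the number of splits on the vertical axis. The orange line marks the allergic and healthy groups, at 14.4% in the “Remission Phase” and 8.53% in the “Clinical Phase”.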

Principal component analysis revealed that IgE-binding monocytes from allergic and healthy horses had more distinct transcriptomes during the “Remission Phase” than the “Clinical Phase” (SFigure 1C).

Gene expression was then compared between groups at each allergy phase (Fig. 2). During the “Remission Phase”, five genes were upregulated and three genes were downregulated in allergic horses, all by at least 1.5 FC (*p* < 0.05, Fig. 2A), when compared to healthy horses. 

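By edgeR's quasi-likelihood test, 1 of 12670 genes had an adjusted p under 0.05 in the “Remission Phase”, 0 higher and 1 lower in allergic horses, and 1272 genes had an unadjusted p under 0.05, 807 of them higher. The called gene is the ATP6-matched gene, with a log2 fold change of -1.92 (standard error 0.26, adjusted p = 0.0387). With 1 horse left out in turn, it was called only without allergic horse A7 or healthy horse H4, and over the 5 other settings its adjusted p ranged from 0.00588 to 0.0606. Among all of these settings, DESeq2 moved the count most. It called 34 genes, 17 higher and 17 lower, of which 5 higher and 3 lower had an absolute log2 fold change of at least 1.5. Read as a linear fold change of at least 1.5, the limit left 15 higher and 12 lower genes. All 34 genes had the same direction in edgeR and an unadjusted edgeR p under 0.05, with a median edgeR adjusted p of 0.472. The count by DESeq2 was 148 without allergic horse A6 and 12 without healthy horse H1. In 31 genes every allergic horse lay above every healthy horse and in 193 genes below. Together these are 1.77% of the genes, where chance gives 0.253%. Levels here are CPM of total counts, without the TMM factors, which were lower in most allergic horses. Leaving these factors out lowers the levels of such horses against healthy ones. The 193 genes and the 1.77% may partly reflect this, and they were not counted on normalized levels.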

During the “Chronic Phase”, one gene was upregulated and three genes downregulated in allergic horses, all by at least 1.5 FC (*p* < 0.01, Fig. 2B), compared to healthy horses. 

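In the “Clinical Phase”, which the paper also calls the “Chronic Phase”, edgeR's quasi-likelihood test called 0 of 13315 genes at an adjusted p under 0.05, with 444 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0969. DESeq2 called 9 genes, 3 higher and 6 lower in allergic horses. Of these, 1 higher and 3 lower genes had an absolute log2 fold change of at least 1.5, and a linear fold change of at least 1.5 left 2 higher and 5 lower genes. All 9 had the same direction in edgeR and an unadjusted edgeR p under 0.05. With healthy horse H4 left out, edgeR called 6 genes.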

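Of the 13301 genes with an adjusted p from DESeq2 in the “Clinical Phase”, 13270 had an adjusted p over 0.9, which is 99.8%. By edgeR's quasi-likelihood test, the share was 99.9% of 13315 genes. For the “Remission Phase”, it was 23.6% of 12656 genes by DESeq2 and 21.8% of 12670 genes by edgeR. In 5 genes of the “Clinical Phase” every allergic horse lay above every healthy horse and in 12 genes below, together 0.128% of the genes. Chance gives 0.253%, and these levels too are CPM of total counts.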

IgE-binding monocytes in all horses had remarkably similar transcriptomes during the “Chronic Phase”, such that 99.8% of genes had no difference in expression between groups (*p* > 0.9 for 13 270/13 301 genes, Fig. 2B).

**Fig. 2:**
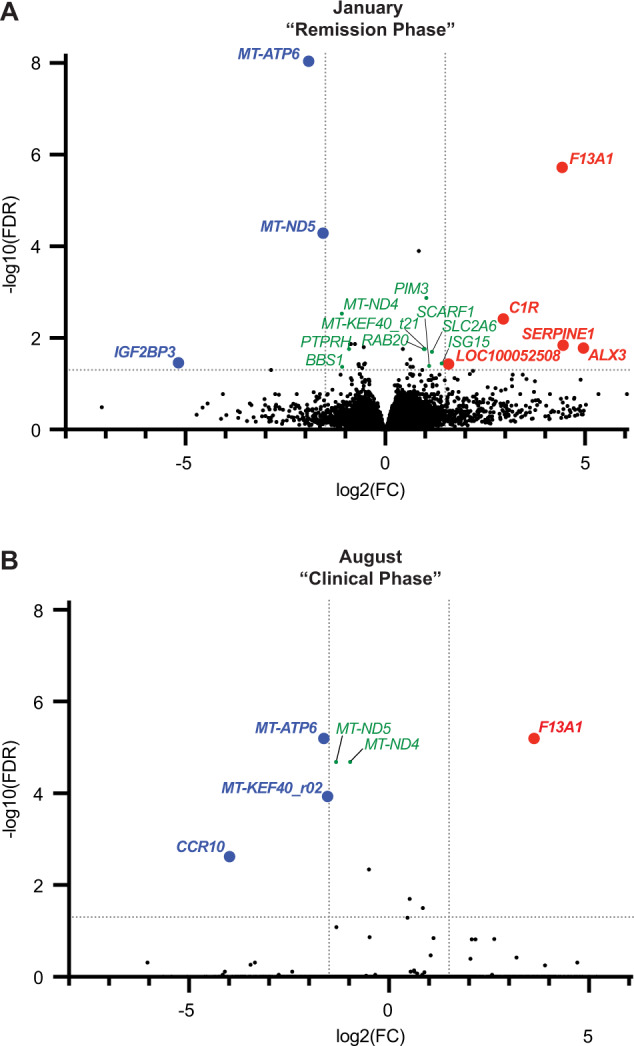
RNA-seq of IgE-binding monocytes reveals DEGs in allergic horses during both Remission and Clinical Phases. Normalized read counts were compared between healthy (*n* = 5) and allergic (*n* = 7) horses during the “Remission Phase” in January and the “Clinical Phase” in August. Volcano plots describe differentially expressed genes (DEGs) in allergic horses compared to healthy horses. Genes in the upper right and upper left regions are significantly up- (red) or downregulated (blue) in allergic horses, respectively. **A** DEGs during the “Remission Phase”. **B** DEGs during the “Clinical Phase”. Significant DEGs (*p* < 0.05) that were upregulated by > 1.5-fold change (red, positive log_2_(FC) values) or downregulated by > 1.5-fold change (blue, negative log_2_(FC) values) are labeled with corresponding gene names. Genes with +/− fold change (FC) values between 0.9 and 1.5 and *p* < 0.05 (green) are also labeled with gene name. Dotted lines have been added to aid visualization of DEGs. The horizontal dotted line shows the -log10 of the false discovery rate (FDR) threshold of 0.05 and values above this line are statistically significant. The vertical dotted lines show +/−1.5 FC in allergic compared to healthy horses.

To further visualize differences in gene expression between IgE-binding monocytes from healthy and allergic horses, a heatmap was generated to show all the genes that were significantly differentially expressed at one or both timepoints (Fig. 3). All DEGs, regardless of FC, were included in the heatmap. The genes clustered in different expression patterns: (A) up- or downregulated in allergic horses at both timepoints, (B) up- or downregulated in allergic horses only during the “Remission Phase”, or (C) up- or downregulated in allergic horses only during the “Clinical Phase”.

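DESeq2 called 39 genes in either phase, of which 4 were called in both phases, 1 higher and 3 lower in allergic horses. The higher one is the F13A1-matched gene, and the lower ones are the ATP6-matched gene, the ND5-matched gene and 1 gene to which no name could be matched. Another 30 genes were called in the “Remission Phase” alone and 5 in the “Clinical Phase” alone. Of the 30, 23 had the same direction in the “Clinical Phase” and 7 the opposite one. Their median absolute log2 fold change was 0.85 in the “Remission Phase”, and in the “Clinical Phase” their median change in the same direction was 0.30. Whether a difference between the groups itself differed between the phases was tested in a fit of all 24 libraries over 13597 genes. By edgeR's quasi-likelihood test, 0 genes had an adjusted p under 0.05 for this interaction, with 505 genes at an unadjusted p under 0.05, and DESeq2 called 0 genes, with 495 at an unadjusted p under 0.05. Among the 30 genes, 11 had an unadjusted p under 0.05 for the interaction, and the smallest adjusted p was 0.962. These 30 genes were selected in the same libraries for a difference in the “Remission Phase” alone. Selection by itself can give a smaller change in the other phase and more small p for the interaction. The 0.30 and the 11 genes therefore do not show that the differences belong to 1 phase.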

**Fig. 3:**
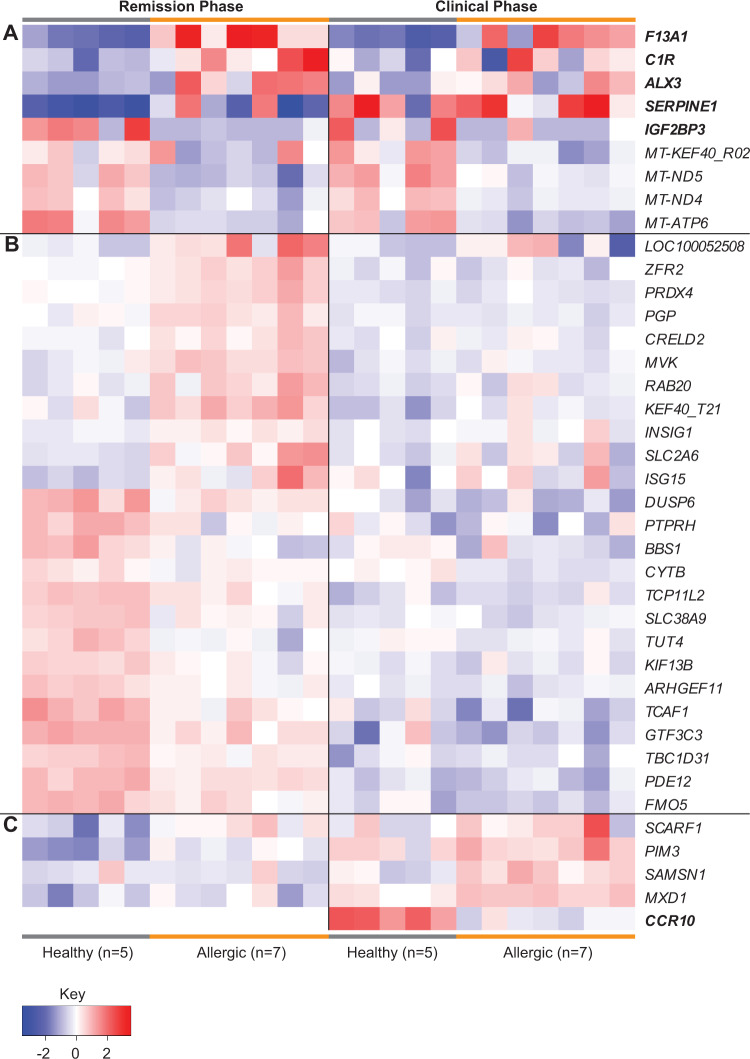
Heatmap of significant DEGs reveals gene expression clusters. A Heatmap was generated to show the expression of each DEG across individuals and at both timepoints. Each column represents a different horse, and samples are ordered healthy (*n* = 5, gray bars) then allergic (*n* = 7, orange bars) individuals for each phase. A vertical black line separates the “Remission Phase” (left) and “Clinical Phase” (right). Each row represents a different gene and gene expression is color coded to represent up- (red) or downregulation (blue) compared to the average for that gene. Genes have been grouped editorially to aid visualization of expression patterns: **A** DEGs in allergic horses at both timepoints, **B** DEGs in allergic horses only during the “Remission Phase”, and **C** DEGs in allergic horses only during the “Clinical Phase”. Genes with over +/−2 FC are bolded.

One gene, *CCR10*, was primarily expressed by healthy horses only during the “Clinical Phase” with little to no expression in healthy horses during the “Remission Phase” or in allergic horses at either phase. 

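The CCR10-matched gene is listed as ENSECAG00000038719. During the “Clinical Phase”, it had 9 to 29 counts per library in healthy horses and 0 to 3 counts in allergic horses. This is 1.05 ± 0.406 CPM (SD, n = 5) in healthy horses and 0.0676 ± 0.0671 CPM (SD, n = 7) in allergic horses. Every allergic horse lay below every healthy horse, and the difference in means, allergic minus healthy, was -0.981 CPM (two-sided exact permutation test, p = 0.00126, the smallest p that groups of 7 and 5 allow). The gene was picked from these same libraries, and this p is not adjusted for the 13315 genes of the phase. Genes without overlap of the groups were 0.128% of these, where chance gives 0.253%, so this p alone is little evidence. With each horse left out in turn, the difference stayed between -1.11 and -0.883 CPM. Counts were 0 in 2 allergic horses, which allows up to 0.142 CPM by counting error alone, and allergic horse A4 had 1 read, or 0.0455 CPM.

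**Figure D2:**
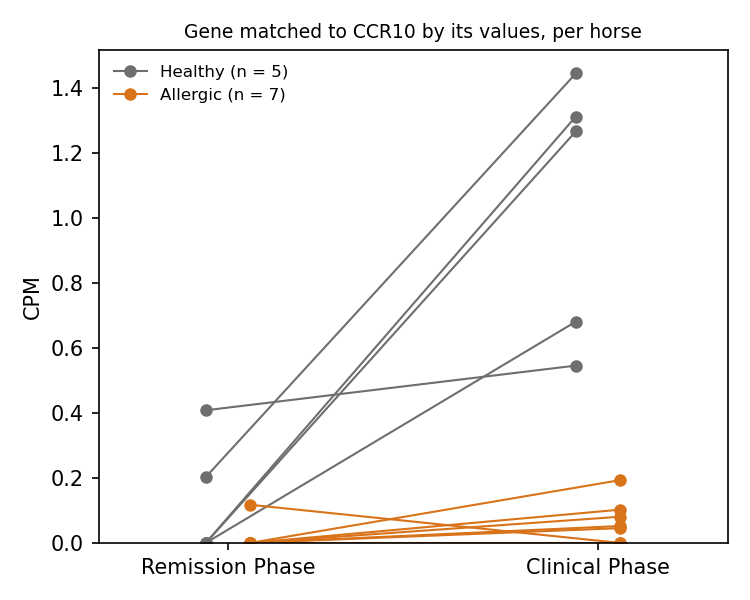
CPM of the CCR10-matched gene in each horse, with a line joining the 2 phases of a horse, in gray for healthy (n = 5) and orange for allergic (n = 7) horses. Within the “Clinical Phase”, healthy horses lie between 0.545 and 1.44 CPM and allergic horses between 0 and 0.193 CPM.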

During the “Clinical Phase”, healthy horses’ IgE-binding monocytes had 0.5–1.4 counts per million (CPM, *n* = 5) for *CCR10* transcripts while allergic horses had 0.1 CPM (*n* = 3), 0.2 CPM (*n* = 1) or no expression (*n* = 3) of *CCR10* transcripts. During the “Remission Phase”, *CCR10* was almost entirely unexpressed. 

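In the “Remission Phase”, the CCR10-matched gene had 7 counts in healthy horse H1, or 0.203 CPM, and 15 counts in healthy horse H7, or 0.408 CPM. Allergic horse A5 had 3 counts, or 0.117 CPM, and the other 3 healthy and 6 allergic horses had 0 counts, which allows up to 0.171 CPM in the shallowest of these libraries. The groups did not differ detectably at this depth (two-sided exact permutation test on CPM, p = 0.152).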

Two healthy horses had 0.2–0.4 CPM and one allergic horse had 0.1 CPM of *CCR10* transcripts, but the remaining healthy (*n* = 3) and allergic (*n* = 6) horses had no *CCR10* expression during this phase. The counts values during the “Remission Phase” did not pass the threshold of 0.5 CPM during normalization and therefore *CCR10* was excluded from the “Remission Phase” analysis (Fig. 3C).

IgE-binding monocytes have previously been characterized to express CD14, IgE receptor subunits FcεRI alpha and gamma, IL-8 and IL-10 [3–7]. To further validate the accuracy of our RNA-seq results, expression of these key genes in IgE-binding monocytes were compared between healthy and allergic horses at each timepoint. As expected, IgE-binding monocytes in all horses expressed similar transcript levels for *CD14* and IgE receptor subunit genes *FCER1A* and *FCER1G* at both timepoints (SFigure 2A, B). IgE-binding monocytes also expressed transcripts for the IL-8 gene, *CXCL8*, and for the IL-10 gene, *IL10*, at both timepoints (SFigure 2A, B).

### IgE-binding monocyte transcriptional profiles suggest altered coagulation cascade and migratory ability in allergic horses

To further explore transcriptional differences in IgE-binding monocytes at both allergy phases, genes that were up- or downregulated by more than 2 FC in allergic horses were further analyzed. Only one gene, *F13A1*, was significantly upregulated in allergic horses during both the “Remission Phase” (+4.4 FC, *p* = 0.0000019) and “Clinical Phase” (+3.5 FC, *p* = 0.0000064) (Fig. 4A, B). 

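The F13A1-matched gene is listed as ENSECAG00000008295. During the “Remission Phase”, it had 31.5 ± 33.1 CPM (SD, n = 7) in allergic horses and 1.57 ± 0.569 CPM (SD, n = 5) in healthy horses. By edgeR's quasi-likelihood test, its log2 fold change was 4.42 (standard error 0.77, adjusted p = 0.137). For the “Clinical Phase”, it had 23.3 ± 17.5 CPM (SD, n = 7) in allergic horses and 1.89 ± 0.537 CPM (SD, n = 5) in healthy horses, with a log2 fold change of 3.62 (standard error 0.59, adjusted p = 0.0969 from the same test). All 7 allergic horses lay above all 5 healthy horses in both phases. A two-sided exact permutation test on log2(CPM + 4) of this gene alone gave p = 0.00884 in the “Remission Phase” and p = 0.00253 in the “Clinical Phase”. With DESeq2, the adjusted p was 1.9e-06 in the “Remission Phase” and 6.4e-06 in the “Clinical Phase”, and the log2 fold changes were 4.43 and 3.63. Over the 5 other settings, the adjusted p ranged from 0.0132 to 0.144 in the “Remission Phase”. The lowest came from a fit of both phases together, which takes the 2 libraries of a horse as independent and may give too small a p. In the “Clinical Phase”, it ranged from 0.0418 to 0.998, and the lowest came from the edgeR test without the filter on low counts. Leaving out allergic horse A1 or A3 also gave a call in the “Clinical Phase”, at an edgeR adjusted p of 0.0456 and 0.0128. With each horse left out in turn, the log2 fold change stayed between 3.94 and 4.66 in the “Remission Phase” and between 3.29 and 3.82 in the “Clinical Phase”.

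**Figure D3:**
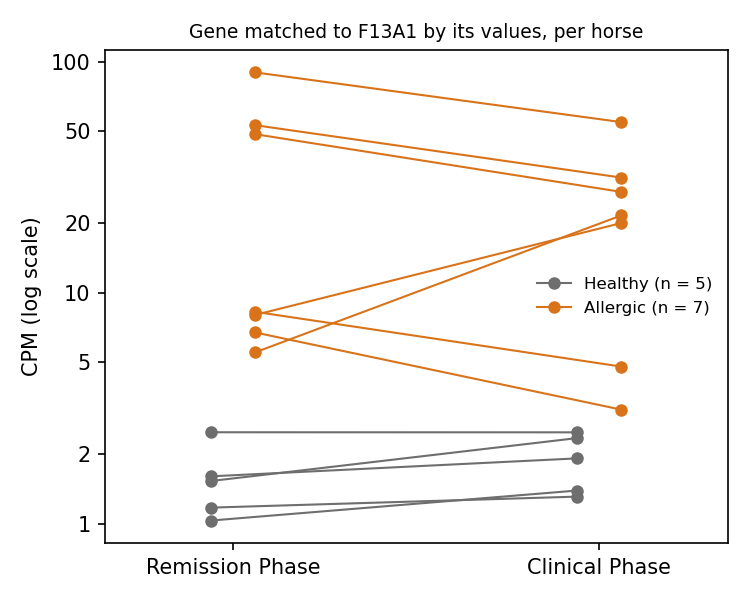
CPM of the F13A1-matched gene in each horse on a log scale, with a line joining the 2 phases of a horse, in gray for healthy (n = 5) and orange for allergic (n = 7) horses. Allergic horses lie between 5.52 and 90.0 CPM in the “Remission Phase” and between 3.12 and 54.8 CPM in the “Clinical Phase”, above the highest healthy horse at 2.49 CPM.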

Three genes were only significantly upregulated in allergic horses during the “Remission Phase”: *ALX3* ( + 5 FC, *p* = 0.017), *SERPINE1* ( + 4.5 FC, *p* = 0.014) and *C1R* ( + 3 FC, *p* = 0.0039) (Fig. 4A). 

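The C1R-matched gene, listed as ENSECAG00000021429, had 5.01 ± 6.20 CPM (SD, n = 7) in allergic horses and 0.718 ± 0.279 CPM (SD, n = 5) in healthy horses of the “Remission Phase”, with all 7 allergic horses above all healthy horses. Its log2 fold change was 2.94 (standard error 0.72, edgeR adjusted p = 0.472). DESeq2 called it with an adjusted p of 0.0039. Over the 5 other settings, the adjusted p ranged from 0.126 to 0.480. A two-sided exact permutation test on log2(CPM + 4) of this gene alone gave p = 0.0341, and the same test on CPM gave an exact p of 0.0556. Allergic horse A7 had the highest level, 18.5 CPM, and without it the log2 fold change was 2.19 (edgeR adjusted p = 0.351). With each horse left out in turn, it stayed between 2.19 and 3.11.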

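During the “Clinical Phase”, the C1R-matched gene had 3.94 ± 4.54 CPM (SD, n = 7) in allergic horses and 1.38 ± 0.782 CPM (SD, n = 5) in healthy horses. Its log2 fold change was 1.53 (standard error 0.75, adjusted p = 1.00 from edgeR's quasi-likelihood test), and 5 of the 7 allergic horses lay above all healthy horses. With each horse left out in turn, the log2 fold change stayed between 0.74 and 1.79.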

During the “Clinical Phase” (Fig. 4B), there was still a trend towards increased expression for *ALX3*, *SERPINE1* and *C1R* in allergic horses.

**Fig. 4:**
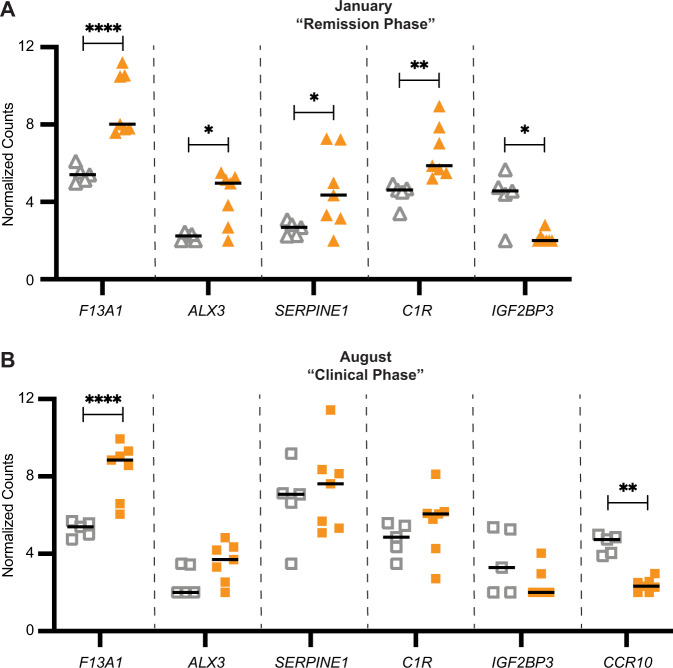
*F13A1*, *CCR10* and other genes are differentially expressed in allergic and healthy horses in Remission and Clinical Phases. Normalized read counts of DEGs with greater than +/− 2 FC were compared between healthy (*n* = 5, gray △□) and allergic (*n* = 7, orange ▲■) horses. These genes included *F13A1, ALX3, SERPINE1, C1R, IGF2BP3* and *CCR10*. **A** Read count comparison in January (“Remission Phase”, triangles). *CCR10* was not expressed at this timepoint and is excluded. **B** Read count comparison in August (“Clinical Phase”, squares). Graphs plot individual values and medians. *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001.

Two genes were downregulated in IgE-binding monocytes from allergic horses. 

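The IGF2BP3-matched gene had 0 to 3 counts per library in allergic horses and 0 to 65 counts in healthy horses of the “Remission Phase”. Its log2 fold change was -4.98 (standard error 1.10, edgeR adjusted p = 0.465), and DESeq2 gave -5.18 with an adjusted p of 0.035. Over the 4 other settings that kept it, the adjusted p ranged from 0.194 to 0.479. Counts were 0 in 5 of 7 allergic horses and in 1 of 5 healthy horses, so that the groups overlapped, and a two-sided exact permutation test on log2(CPM + 4) of this gene alone gave p = 0.0101. Within the “Clinical Phase”, it had 0 to 12 counts in allergic horses and 0 to 36 counts in healthy horses, with a log2 fold change of -2.71 (standard error 1.40, edgeR adjusted p = 1.00) and an exact permutation p of 0.107.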

*IGF2BP3* was downregulated during the “Remission Phase” (-5.2 FC, *p* = 0.035) (Fig. 4A) with only a downregulation trend during the “Clinical Phase”. 

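In edgeR's quasi-likelihood test of the “Clinical Phase”, the CCR10-matched gene had a log2 fold change of -3.84 (standard error 0.80, adjusted p = 0.396). With DESeq2, it was -3.99 with an adjusted p of 0.0024. The adjusted p ranged from 0.0924 to 1 over the 5 other settings.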

*CCR10* was downregulated in allergic horses during the “Clinical Phase” (-4.0 FC, *p* = 0.0024) (Fig. 4B). IgE-binding monocytes did not express enough *CCR10* during the “Remission Phase” to be included in the DEG analysis, as described above. 

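The ATP6-matched gene is listed as ENSECAG00000027671. Within the “Remission Phase”, it had 343 ± 108 CPM (SD, n = 7) in allergic horses and 1421 ± 540 CPM (SD, n = 5) in healthy horses. For the “Clinical Phase”, it had 433 ± 109 CPM (SD, n = 7) and 1373 ± 613 CPM (SD, n = 5). In both phases, healthy horse H4 lay among the allergic horses, at 526 CPM and 458 CPM, while the other healthy horses lay at 1220 CPM or above. For the KEF40-matched gene no difference between the groups was detected in the “Remission Phase”, with a log2 fold change of -0.00 (standard error 0.47, edgeR adjusted p = 0.999). With limma voom, it was -0.68 (standard error 0.36, adjusted p = 0.339), and over the 5 other settings the adjusted p ranged from 0.339 to 1.

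**Figure D4:**
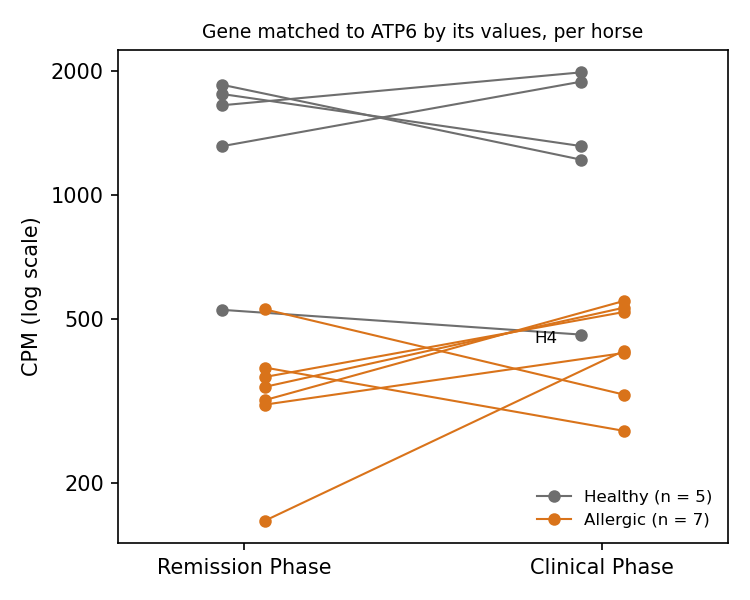
CPM of the ATP6-matched gene in each horse on a log scale, with a line joining the 2 phases of a horse, in gray for healthy (n = 5) and orange for allergic (n = 7) horses. Healthy horse H4 lies at 526 CPM in the “Remission Phase” and 458 CPM in the “Clinical Phase”, within the range of the allergic horses.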

Three mitochondrial genes, ATP6, ND5 and KEF40, were also downregulated in allergic horses during one or both Phases (SFigure 3).

Together these differentially expressed immune system and mitochondrial genes suggest that IgE-binding monocytes exhibit different cell functions and regulatory capacities depending on the allergy status (allergic or healthy) and the phase of allergy (Remission or Clinical).

## Discussion

IgE-binding monocytes bridge innate and adaptive immune responses by responding to a broad range of molecular patterns and, through IgE, to specific allergens. We previously showed that IgE-binding monocytes exist at similar frequencies in healthy and allergic individuals [3], but produce more pro-inflammatory IL-8 in allergic individuals [7]. IgE-binding monocytes, therefore, have a potential role in the recruitment of allergy-associated cells and likely engage in different mechanisms in allergic and healthy individuals.

To find further evidence for the role of IgE-binding monocytes in allergy, we compared transcriptional profiles of these cells in allergic and healthy horses. *Cul* hypersensitivity is a naturally occurring, seasonal allergy in horses caused by *Cul* midge bites [10, 12, 13, 15, 18, 22, 25, 28, 29]. The mechanism of allergy, including the involvement of IgE-binding monocytes, is conserved between humans and horses [3–6, 19, 20]. All horses in this experimental approach were environmentally exposed to *Cul* allergens at the same time and it was therefore possible to compare immune cell function during both allergy phases.

While IgE-binding monocytes exhibited multiple up- and downregulated genes in allergic horses at both seasonal timepoints, most of the differential gene expression occurred in the winter. 

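The “Remission Phase” libraries had more counts than the “Clinical Phase” libraries, so the comparison was repeated with every library thinned at random to an expected total of 14493071 counts, the lowest total of any library. In 5 such draws, DESeq2 called 23 to 33 genes in the “Remission Phase” and 10 genes in each draw in the “Clinical Phase”. The quasi-likelihood test of edgeR called 1 gene in each draw in the “Remission Phase” and 0 genes in the “Clinical Phase”, where 429 to 450 genes had an unadjusted p under 0.05. From the differences present without allergen exposure, the paper proposes that the baseline expression profile of these cells is altered in allergic individuals.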

During the “Remission Phase”, horses were clinically healthy and had not been exposed to allergens in at least three months. Therefore, transcriptional differences at this timepoint were sustained in IgE-binding monocytes of allergic horses, regardless of allergen exposure and clinical disease, suggesting an altered baseline expression profile of IgE-binding monocytes in allergic individuals.

To validate the gene expression profile of our IgE-binding monocyte transcriptome dataset, we compared gene expression of cell-specific proteins that we previously characterized in horse IgE-binding monocytes. As expected [3], both allergic and healthy individuals had similar expression of transcripts for *CD14*, FcεRI alpha and gamma subunits, and *IL10*.

During the “Clinical Phase”, transcriptomes were similar between healthy and allergic horses, with only nine DEGs. This suggests that IgE-binding monocytes are remarkably similar in function and activation status in allergic and healthy horses during the summer. IgE-binding monocytes respond both to allergen, through IgE, and to pathogen-associated molecular patterns which are abundant in the saliva of many biting insects, through CD14 and other pattern recognition receptors [42]. As a result, IgE-binding monocytes in all horses likely were responding to a wide range of stimuli from environmental pressures in the summer, explaining the comparable transcriptional profiles between groups. Likewise, the overall few DEGs during the “Clinical Phase” suggest a stage of exhaustion in IgE-binding monocytes, possibly due to the summer’s manifold environmental triggers. However, these few DEGs in the “Clinical Phase” point to important roles in allergy-associated mechanistic modifications in IgE-binding monocytes from allergic horses. Each of these genes requires future follow up to determine how their encoded proteins are involved in the mechanism of IgE-binding monocytes in allergy.

One gene, *F13A1*, was significantly upregulated in allergic horse IgE-binding monocytes at both timepoints. *F13A1* encodes for coagulation factor XIIIa, a subunit of fibrinoligase. Fibrinoligase is a tetramer of two enzymatically active A subunits, encoded by *F13A1*, and two inhibitory B subunits [43], providing a self-regulatory mechanism to control the coagulation cascade. Overexpression of *F13A1* by alternatively activated macrophages, important for tissue remodeling and repair [44, 45], increases fibrin deposition and leads to pathogenesis. For example, in chronic rhinosinusitis patients, *F13A1* upregulation leads to increased fibrin in nasal polyps, thereby increasing disease severity [46]. One of the diagnostic signs of *Cul* hypersensitivity is dermatitis at sites of allergen exposure. Therefore, *F13A1* overexpression by IgE-binding monocytes of allergic individuals could induce excess fibrin buildup, as monocytes home to skin tissues to heal allergen*-*induced wounds, leading to dermatitis and scar tissue build-up typically seen in *Cul* hypersensitivity. Measuring *F13A1* expression in monocyte-derived cells in the skin of allergic horses will further support this hypothesis.

Whether *F13A1* helps in causing allergic skin inflammation, or is upregulated in response to allergic wounds, also remains to be explored. *F13A1* in humans is upregulated by IL-4 or IL-13 stimulation [44, 47], which are responsible for B cell class switching to IgE [48–50]. Therefore, *F13A1* expression in IgE-binding monocytes could be induced in allergic individuals shortly after, or simultaneously with, the first development of allergen-specific IgE, when IL-4 and IL-13 are abundant [48]. Subsequent exposure to allergen and activation of peripheral basophils, which degranulate and release IL-4 [1, 23, 27], would further induce expression of *F13A1* in IgE-binding monocytes, setting up their elevated baseline expression in allergic horses (Fig. 5).

**Fig. 5:**
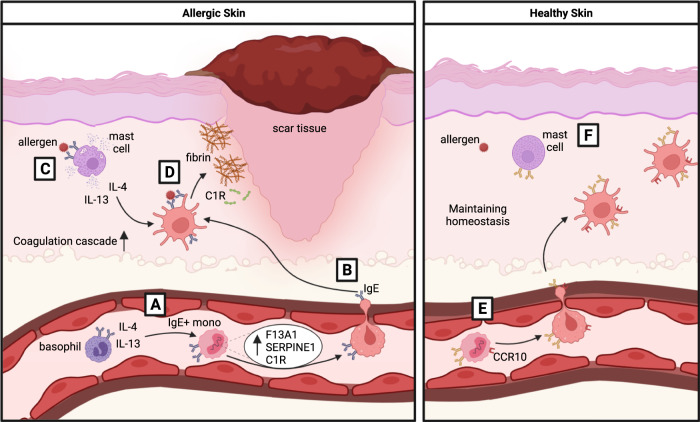
Proposed mechanism of F13A1 and the coagulation pathway in IgE-binding monocytes to promote allergic inflammation in the skin. IgE-binding monocytes (IgE+ Mono) circulate in peripheral blood. It is expected that these monocytes can home to the skin and we hypothesize that they help promote skin inflammation following allergen exposure in allergic individuals. **A** IgE-binding monocytes in peripheral blood of allergic individuals are triggered by increased levels of allergy-associated cytokines IL-4 and IL-13, likely from basophils. This upregulates *F13A1*. **B** IgE-binding monocytes, expressing *F13A1*, home to the skin. **C** In the skin, they are exposed to more IL-4 and IL-13 when mast cells degranulate following allergen exposure. *F13A1* expression increases further. **D** IgE-binding monocytes, which will differentiate into macrophages or dendritic cells, upregulate the coagulation cascade and deposit excess fibrin and C1R, ultimately leading to scar tissue build-up and exacerbating allergic wounds while also potentially using complement to guard against any additional microbes that may enter the broken skin. **E** Meanwhile, in healthy individuals, IgE-binding monocytes are not exposed to IL-4 and IL-13, do not upregulate *F13A1* or the coagulation cascade, and respond appropriately to allergen by not promoting skin inflammation. IgE-binding monocytes also upregulate *CCR10*, suggesting a mechanism for homing to healthy skin. **F** In addition, mast cells do not degranulate in tissues and homeostasis is maintained. Image was created on biorender.com.

Similar to *F13A1*, *SERPINE1* and *C1R* are also upregulated in allergic horses, but only during the “Remission Phase”. There is a trend towards upregulation of both genes during the “Clinical Phase”. *SERPINE1* encodes a serine protease inhibitor, also known as plasminogen activating inhibitor 1 (PAI-1), that inhibits fibrinolysis [51, 52], thereby increasing fibrin deposition. PAI-1 is typically present in excess in circulation to regulate the coagulation cascade [53]. *C1R* is a proteolytic subunit of the classical complement system [54], and is often activated simultaneously with the coagulation pathway. *C1R*, along with other complement subunits, was found to be a substrate for *F13A1* [55]. Together, these genes emphasize the importance of the coagulation pathway in skin-localized allergy (Fig. 5). Whether allergic wounds induce upregulation of *F13A1*, *SERPINE1*, and *C1R*, or vis versa, is worth exploring.

Another gene that may be important in the allergy-associated role of IgE-binding monocytes is *CCR10*. This gene was downregulated in IgE-binding monocytes from allergic horses in the summer and hardly expressed by any horse in the winter. CCR10 is a critical regulator of skin immune homeostasis through binding of chemokine CCL27, produced by skin keratinocytes [56]. The CCL27/CCR10 axis has been suggested to promote allergic skin inflammation through recruitment of CCR10 + T-cells [57–59]. In addition, equine keratinocytes from allergic horses express *CCL27* transcripts following stimulation with *Cul* allergens [60]. However, here allergic horses downregulated *CCR10* expression in IgE-binding monocytes during allergen exposure. *CCR10* expression by IgE-binding monocytes requires further confirmation and may play a role in homing of these cells to the affected skin areas during allergen exposure. The role of this receptor on IgE-binding monocytes of healthy individuals will also be worth exploring.

CCR10 has been shown to be preferentially expressed by skin-resident T-cells for their maintenance of skin homeostasis [61]. It is therefore possible that IgE-binding monocytes in healthy horses readily home to the skin and maintain skin homeostasis through a similar mechanism (Fig. 5). In a prior study on the homeostatic mechanism of CCR10 [61], effector T-cells infiltrating the skin during inflammation did not express CCR10, suggesting that CCR10 is involved in the maintenance of healthy skin, rather than recovery of inflamed skin. Therefore, downregulation of *CCR10* by IgE-binding monocytes in allergic individuals may also reduce skin homing and consequently reduce their contribution to skin homeostasis. Future work needs to address the differences in *CCR10* expression and skin homing of IgE-binding monocytes and skin tissue-associate macrophages in healthy and allergic individuals. Whether allergic inflammation induces the downregulation of *CCR10*, or IgE-binding monocytes in allergic individuals are preprogrammed to express less *CCR10*, remains to be explored.

Together we report both the coagulation cascade, specifically the genes *F13A1*, *SERPINE1* and *C1R*, and the CCR10/CCL27 axis, as candidate pathways used by IgE-binding monocytes in the mechanism of allergy. Significant upregulation of *F13A1* in allergic horses both during clinical allergy and during remission suggests that IgE-binding monocytes may deposit excess fibrin, enhancing allergic dermatitis and skin inflammation. Downregulation of *CCR10* in allergic horses during clinical allergy suggests an impaired ability of IgE-binding monocytes to home to the skin and maintain skin homeostasis. These results highlight specific transcriptional differences that begin to describe the role IgE-binding monocytes play in maintaining allergy, even in the absence of allergen exposure.

## Supplementary information

Supplemental Material

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI’s Gene Expression Omnibus (GEO) [62] and are accessible through GEO Series accession number GSE231427. All other data generated and analyzed during this study are available from the corresponding author on reasonable request.

# Supplementary material for: IgE-binding monocytes upregulate the coagulation cascade in allergic horses
**Source:** Genes Immun. 2023 May 16;24(3):130–8. doi: 10.1038/s41435-023-00207-w
**Supplement:** Supplementary file 1 — Supplemental Material

**Supplemental Table 1:** RNA-seq Sample Quality Control.

| Timepoint       | Sample     | IgE-binding Monocyte viability (%) <sup>a</sup> | RNA concentration (ng/μl) | Fragment Analysis (RQN) |
|-----------------|------------|-------------------------------------------------|---------------------------|-------------------------|
| Remission Phase | Allergic 1 | 100                                             | 22.0                      | 9.1                     |
|                 | Allergic 2 | 100                                             | 35.5                      | 8.2                     |
|                 | Allergic 3 | 98.3                                            | 34.3                      | 10                      |
|                 | Allergic 4 | 95.8                                            | 49.3                      | 10                      |
|                 | Allergic 5 | 100                                             | 35.9                      | 10                      |
|                 | Allergic 6 | 98.5                                            | 45.0                      | 9.2                     |
|                 | Allergic 7 | 100                                             | 36.6                      | 10                      |
|                 | Healthy 1  | 86.7                                            | 47.6                      | 10                      |
|                 | Healthy 2  | 100                                             | 44.4                      | 10                      |
|                 | Healthy 3  | 97.4                                            | 44.3                      | 10                      |
|                 | Healthy 4  | 100                                             | 36.7                      | 10                      |
|                 | Healthy 5  | 100                                             | 31.6                      | 10                      |
| Clinical Phase  | Allergic 1 | 100                                             | 39.5                      | 10                      |
|                 | Allergic 2 | 100                                             | 36.1                      | 9.1                     |
|                 | Allergic 3 | 98.3                                            | 37.9                      | 10                      |
|                 | Allergic 4 | 95.8                                            | 29.6                      | 9.6                     |
|                 | Allergic 5 | 100                                             | 27.1                      | 9.8                     |
|                 | Allergic 6 | 98.5                                            | 38.5                      | 10                      |
|                 | Allergic 7 | 100                                             | 33.7                      | 8.6                     |
|                 | Healthy 1  | 86.7                                            | 29.5                      | 9.9                     |
|                 | Healthy 2  | 100                                             | 34.6                      | 10                      |
|                 | Healthy 3  | 97.4                                            | 33.1                      | 7.6                     |
|                 | Healthy 4  | 100                                             | 34.0                      | 10                      |
|                 | Healthy 5  | 100                                             | 37.7                      | 9.9                     |

a. Cell viability following FACS was measured by Trypan Blue exclusion.

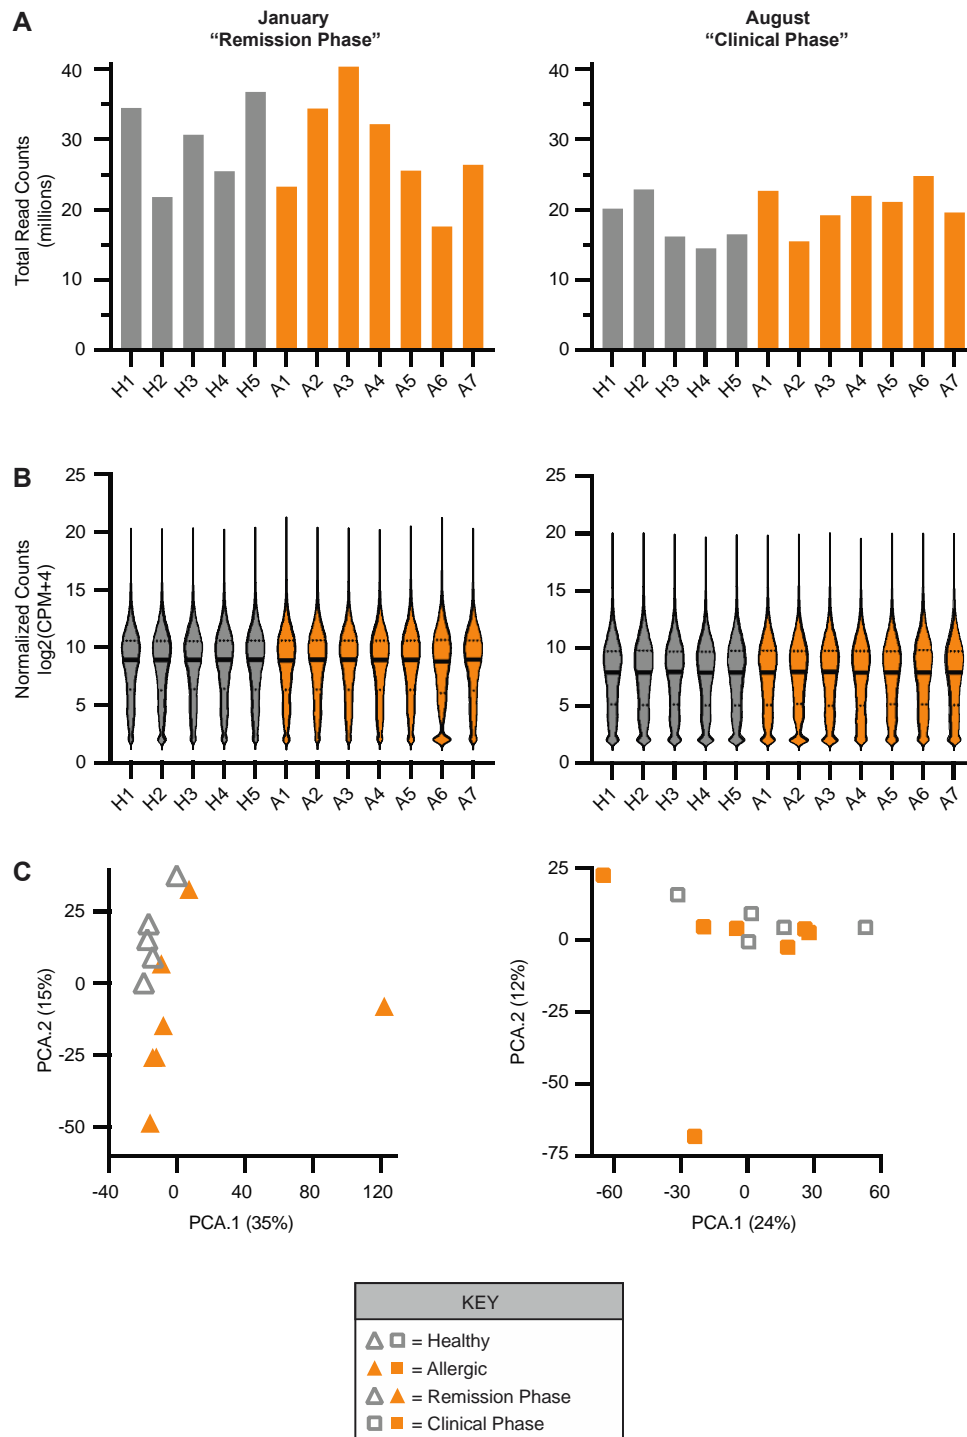

### Supplemental Figure 1: Validation of RNA-seq quality.

RNA-seq reads were processed and confirm consistent library quality across all samples. Samples from healthy (n=5, gray bars and △□) and allergic (n=7, orange bars and ▲■) horses were compared in January ("Remission Phase", triangles, left graphs) and August ("Clinical Phase", squares, right graphs). (A) Total read counts from each sample are compared. Bars show sum of read counts for all genes. 

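For the “Remission Phase”, the total counts per library had a median of 26430892 in the 7 allergic horses and 30677562 in the 5 healthy horses. In the “Clinical Phase”, the medians were 21142349 and 16509039. The groups overlapped in both phases, with totals of 21807434 to 36783634 in healthy horses of the “Remission Phase” and of 15537450 to 24832163 in allergic horses of the “Clinical Phase”.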

(B) Normalized expression values for each sample are compared. Violin plots summarize normalized expression for each gene in each sample. Horizontal lines within violin plots show median (solid line) and 1<sup>st</sup> and 3<sup>rd</sup> quartiles (dotted lines). 

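On log2(CPM + 4) of all kept genes, the first principal component held 45.7% of the variance in the “Remission Phase” and the second 16.6%. During the “Clinical Phase”, they held 35.0% and 10.3%. With counts divided by DESeq2 size factors, the shares were 34.7% and 14.8% in the “Remission Phase” and 23.7% and 12.0% in the “Clinical Phase”. The first component of the “Remission Phase” set allergic horse A6 apart, with a score of 69.7 where the other 6 allergic horses scored between -6.33 and 1.69.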

(C) Principal Component Analysis (PCA) compares principal components 1 (PCA.1) and 2 (PCA.2). Percentages report variance explained by the corresponding principal component.

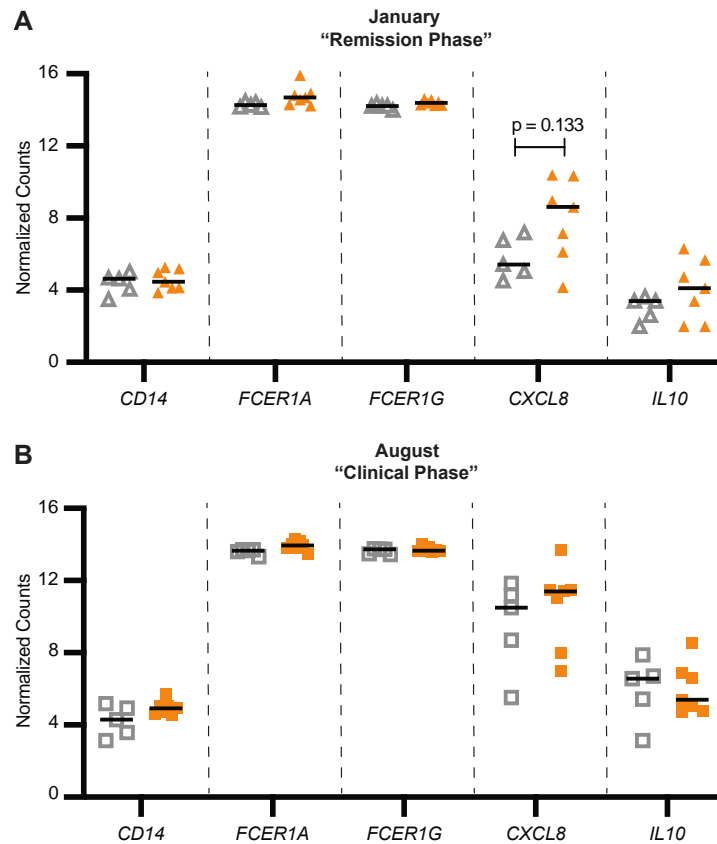

**Supplemental Figure 2: IgE-binding monocytes express transcripts for CD14, FcεRI, IL-8 and IL-10 in allergic and healthy horses.**

Normalized read counts were compared between healthy (n=5, gray  $\triangle\square$ ) and allergic (n=7, orange  $\blacktriangle\blacksquare$ ) horses to confirm identity of IgE-binding monocytes. Expression of genes CD14, FcεRI subunits alpha (*FCER1A*) and gamma (*FCER1G*), IL-8 (*CXCL8*) and IL-10 (*IL10*) were confirmed. (A) Read count comparison in January ("Remission Phase", triangles). (B) Read count comparison in August ("Clinical Phase", squares). Graphs plot individual values and medians.

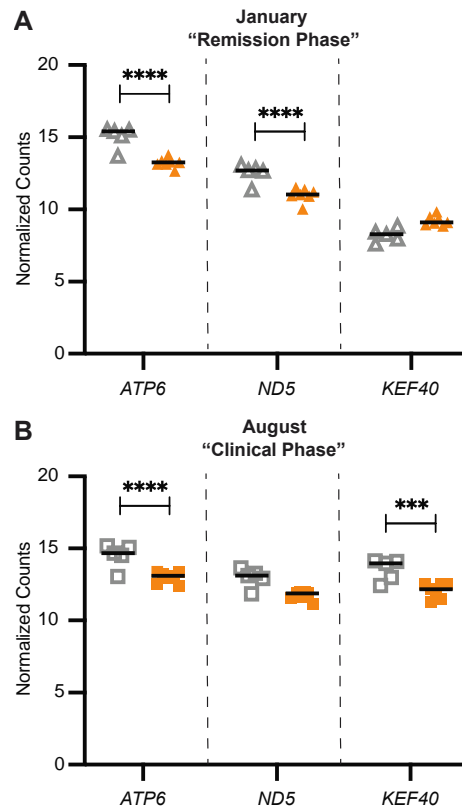

### Supplemental Figure 3: Downregulation of mitochondrial genes in IgE-binding monocytes supports a role for decreased immunometabolism in allergic individuals.

Three mitochondrial genes were differentially expressed in allergic horses. Normalized read counts of each differentially expressed mitochondrial gene with greater than -1.5 FC were compared between healthy (n=5, gray  $\triangle\square$ ) and allergic (n=7, orange  $\blacktriangle\blacksquare$ ) horses. Downregulation of mitochondrial genes, *ND5*, *KEF40* and *ATP6*, suggest that IgE-binding monocytes in allergic horses have partially impaired metabolic functions. Immunometabolism has been shown to be important in allergies<sup>1</sup> and is worth exploring further. (A) Read count comparison in January ("Remission Phase", triangles). 

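By edgeR's quasi-likelihood test of the “Remission Phase”, the ND5-matched gene had a log2 fold change of -1.57 (standard error 0.27, adjusted p = 0.137), with 75.1 ± 27.3 CPM (SD, n = 7) in allergic horses and 241 ± 82.9 CPM (SD, n = 5) in healthy horses. For both the ATP6-matched and the ND5-matched gene, 6 of 7 allergic horses lay below all healthy horses, and a two-sided exact permutation test on log2(CPM + 4) gave p = 0.00253. Over the 5 other settings, the adjusted p of the ND5-matched gene ranged from 0.0132 to 0.144, the lowest in the fit of both phases together. Without healthy horse H4, the edgeR adjusted p was 5.9e-05 for the ATP6-matched gene and 0.00501 for the ND5-matched gene. Over the leave-one-out fits it reached 0.200 and 0.529.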

*ATP6* (-1.9 FC,  $p=0.0000000091$ ) and *ND5* (-1.6 FC,  $p=0.000051$ ) were both significantly downregulated during the "Remission Phase". (B) Read count comparison in August ("Clinical Phase", squares). 

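Within the “Clinical Phase”, the log2 fold change was -1.63 (standard error 0.27) for the ATP6-matched gene and -1.32 (standard error 0.23) for the ND5-matched gene, both with an adjusted p of 0.0969 from edgeR's quasi-likelihood test. For the KEF40-matched gene it was -1.53 (standard error 0.29, adjusted p = 0.221 from the same test). DESeq2 gave adjusted p of 6.4e-06, 2.1e-05 and 0.00012 in the same order. Over the 5 other settings, the lowest was 0.0418, 0.0418 and 0.123, all without the filter on low counts, and the highest 0.591, 0.508 and 1. Of the 7 allergic horses, 4, 3 and 5 lay below all healthy horses. Without healthy horse H4, the edgeR adjusted p was 0.000354, 0.000689 and 0.0212.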

*ATP6* was also significantly downregulated during the "Clinical Phase" (-1.6 FC,  $p=0.000064$ ), and *KEF40* was also downregulated during the "Clinical Phase" (-1.5 FC,  $p=0.00012$ ). Graphs plot individual values and medians. \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ .

1. Goretzki A, Lin Y-J, Schülke S. Immune metabolism in allergies, does it matter?—A review of immune metabolic basics and adaptations associated with the activation of innate immune cells in allergy. *Allergy* 2021; **76**: 3314–3331.

How the deposited data were processed for this re-analysis (not part of the article)

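IgE-binding monocytes were sorted by the authors from the blood of 7 allergic and 5 healthy horses, once in the “Remission Phase” and once in the “Clinical Phase”, and their RNA was sequenced, which gave 24 libraries. The authors selected poly-A RNA, prepared directional libraries, sequenced single-end reads, trimmed them with TrimGalore and mapped them to EquCab3.0 with STAR. They deposited raw counts of reads per gene for each library, listed by Ensembl identifier, without normalization. The counting tool, its use of strand and the release of the annotation are not given in the sources used here, so genes that overlap or have a near-identical copy could share reads. All 30371 listed genes were read, 0 entries named no gene, and 0 pairs of libraries had identical counts. The total of a library is the sum of its counts on genes. Limits from a count of 0 are 3 counts over the library's total and cover counting error only.

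Horses are named by the codes of the deposited libraries, which differ from the numbering of the healthy horses in SFigure 1. The files pair no identifier with a gene symbol, and 0 identifiers matched the reference gene table of the assembly TB-T2T, which lists 0 Ensembl identifiers. The text names, by a rule set before the data were examined, every gene the paper names in its text and figures, and for each phase and direction up to 5 called genes in which the groups do not overlap. The paper's values count as seen. The second part of the rule named 0 genes. For the first part, a gene was matched by its values as the only one with the DESeq2 log2 fold change and adjusted p that the paper prints. This gave 1 gene each for F13A1, C1R, IGF2BP3, CCR10, ATP6, ND5 and KEF40. Such a match is no annotation, and it could not be made for genes whose values the paper does not print. Some of the genes that the paper names are not reported here.

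All values were computed from the deposited counts with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Genes with at least 0.5 CPM in at least 1 library were kept. Allergic and healthy horses were compared within each phase with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. A fit of all 24 libraries in 4 groups gave the difference of the group difference between phases and the comparison of the phases within each group. Without horse as a block it takes the libraries as independent, so its p for allergic against healthy horses may be too small. Per-library medians, principal components and the share of the sum of squares between groups used log2(CPM + 4) from TMM-normalized CPM. CPM of single genes used total counts. Single values were compared with exact permutation tests over all 792 splits of a phase's libraries into groups of 7 and 5. For matched genes, which were picked from these same data, the p of these tests is not adjusted for the number of genes. For counts of genes called between groups or between phases, 100 splits of the libraries were drawn and the test repeated in each. No splits were run for the difference of the group difference between phases. Counts were thinned by binomial draws, 5 in all for the comparison of groups, so that every library had the lowest total as its expected total.

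The alternatives were the Wald test of DESeq2 with its size factors, which the paper used through iDEP, RLE factors, no filter on low counts, edgeR's filterByExpr, limma voom with sample quality weights, the fit of both phases together, a pseudocount of 1, the 1000 most variable genes, counts divided by DESeq2 size factors, a linear meaning of the fold change limit of 1.5, horse as a block, thinning to one depth, and leaving out each horse in turn. Added later were edgeR's robust dispersion, its likelihood ratio test, DESeq2 without replacement of outlying counts, and DESeq2 with each horse left out in turn.

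The same horses were sampled in both phases, as the library codes and the paper give it. Over 10639 genes, the deviations of a horse's libraries from their group means had a mean correlation of 0.236 between its own libraries and -0.0211 between different horses. With the first principal component removed, the mean was 0.269 and -0.0253, and 10 of 12 horses had their own library as the closest one. The lowest correlation was then 0.0437, for allergic horse A6. Before that component was removed, it was -0.125 for A6, -0.128 for healthy horse H2 and 2.6e-05 for healthy horse H6, and 9 of 12 horses were over 0.1.

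Only the tests named here were run on simulated counts with the real means and library sizes, in which 200 genes were changed by a log2 fold change of 2. In the comparison of groups, edgeR called 95% of them in the “Remission Phase”, with 9 unchanged genes, and 93% in the “Clinical Phase”, with 8. DESeq2 called 97% and 94%, with 32 and 35 unchanged genes. With no gene changed, edgeR called 0 genes in both phases and DESeq2 called 3 and 0. The edgeR test of the difference between phases called 88.5%, with 12 unchanged genes, and its comparison of phases in allergic horses 95%, with 8. In healthy horses 0 genes were changed between phases, and edgeR called 0. Genes of low level were not changed, counts were drawn independently, and no library was set apart as that of A6 was. The shares recovered are thus not the power in the real libraries. There, the F13A1-matched gene had an edgeR adjusted p of 0.137 at a log2 fold change of 4.42 in the “Remission Phase”. DESeq2 called genes in 58 of 99 other splits of that phase.

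Tests of gene sets, of marker genes of other cell types, and of levels of CD14, FCER1A, FCER1G, CXCL8 and IL10, and the alternative without genes of the mitochondrial genome, need gene symbols and were not run.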

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

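The tests of what set the “Remission Phase” library of allergic horse A6 apart, and of the genes called between phases in both groups, were chosen after their values were seen. Samples far from the others were looked for in 56 groups of 5 or 7 libraries by the gap between the farthest library and its nearest neighbour, divided by the range of the group. In 14 groups this ratio was past its 95% critical value, where chance gives about 2.8, and 4 of the 14 came from A6 in the “Remission Phase”.

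In the “Remission Phase”, A6 had counts on 11802 genes where the other allergic horses had 13130 to 13877 (ratio 0.64). Its score on the first principal component was 69.7 where the others lay between -6.33 and 1.69 (ratio 0.895). Its median log2(CPM + 4) was 4.05 where the others lay between 4.22 and 4.25 (ratio 0.818), and its level of the ND5-matched gene was the lowest of its group (ratio 0.621). A6 had the lowest total of the phase. With all libraries of the phase thinned to an expected total of 17558184 counts, the ratio for genes detected was 0.696 to 0.702 and that for the first component 0.894 to 0.895, all past the critical value, which argues against depth as the whole cause. In A6, 33.0% of the counts fell on the 50 most abundant genes, where the other allergic libraries of the phase had 24.2% to 31.9%. A few abundant genes and a change across many genes cannot be told apart with 1 library so close to the range of the others. The RNA quality and cell viability that Supplemental Table 1 of the paper lists for this library lay within those of the other allergic horses. Cells of another kind may also play a part and were not tested, and the design gives no biological explanation for 1 allergic horse.

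Healthy horse H2 had counts on 12934 genes in the “Remission Phase” where the other healthy horses had 13539 to 13754 (ratio 0.738), and a score on the first principal component of 0.25 where they lay between -13.1 and -9.82 (ratio 0.755). For the “Clinical Phase”, allergic horse A3 scored -23.1 on the second component where the others lay between -2.23 and 9.26 (ratio 0.645). Healthy horse H6 scored 21.1 where the others lay between -4.39 and 0.38 (ratio 0.813). No explanation was tested for these 3 libraries, technical or biological.

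Among the matched genes, allergic horse A3 stood apart for the C1R-matched gene in the “Clinical Phase”, at 13.8 CPM (ratio 0.583). For the IGF2BP3-matched gene, A7 stood apart in the “Remission Phase” with 3 counts (ratio 0.780) and A3 in the “Clinical Phase” with 12 counts (ratio 0.656). For the CCR10-matched gene in the “Remission Phase”, A5 had 3 counts and the other allergic horses 0 (ratio 1). Counting error or a few cells of another kind could give 3 counts, but neither was tested, and no explanation was tested for A3, technical or biological.

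Healthy horse H4 lay far below the other healthy horses in the “Remission Phase” for the ATP6-matched gene (ratio 0.727) and the ND5-matched gene (ratio 0.744). Its level of the ATP6-matched gene was 526 CPM in that phase and 458 CPM in the “Clinical Phase”, while the other healthy horses had 1315 to 1853 CPM and 1220 to 1986 CPM. A mitochondrial haplotype that differs between horses could give each horse a level of its own in both phases. Over the 7 allergic horses, the levels of the ATP6-matched gene in the 2 phases had a Pearson correlation of -0.274 (two-sided exact permutation test, p = 0.563, adjusted p = 0.704 over 5 genes) and a Spearman correlation of -0.429 (exact permutation p = 0.354). Without A6 and A7, which lay farthest from the median, the Pearson correlation was -0.522. For the ND5-matched and the KEF40-matched gene, which the paper also names as mitochondrial, the Pearson correlations were 0.396 and -0.0211 (exact permutation p = 0.362 and 0.959, adjusted p = 0.704 and 0.959), and without the 2 farthest horses 0.0703 and 0.665. Both had a Spearman correlation of 0.214 (exact permutation p = 0.662). A haplotype and a difference between the groups cannot be told apart here, since 7 horses are few, the allergic horses might share a haplotype, and other genes of the mitochondrial genome could not be named.

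Genes that differed between the phases are a signal that the paper does not analyse. In allergic horses, 1325 of 13597 genes differed by edgeR's quasi-likelihood test, 808 higher and 517 lower in the “Clinical Phase”, and 413 of them by more than 1 on the log2 scale. In healthy horses, 182 genes differed, 124 higher and 58 lower. Of 100 splits of the libraries of allergic horses, 2 gave as many calls, the real one included. The other, with 1333 calls, had the real sides except that the “Remission Phase” library of A5 and the “Clinical Phase” library of A4 had changed places, so it parted 5 of 7 horses. Among the 64 splits that part every horse, 1 gave as many, and the next gave 212. Chance can thus be excluded for this count. In healthy horses, 1 of 100 splits gave as many, the real one. Among the 16 splits that part every horse, 1 gave as many and the next gave 142, and 1 of 16 is the smallest share that these splits allow. Of the 182 genes, 133 were also called in allergic horses, all 133 in the same direction. With the 2 libraries of each healthy horse exchanged or not, in all 32 ways, 1 gave as many shared genes of the same direction, the real one (one-sided exact permutation test, p = 0.0312, the smallest that 5 horses allow), and the next gave 83, with H6 exchanged. Chance can thus be excluded for the change that healthy horses share with allergic horses. With horse as a block, the counts were 726 and 126.

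The libraries of the “Remission Phase” were deeper, but with all libraries thinned to the lowest total the phases still differed in 1197 and 167 genes, which argues against depth as the whole cause. All libraries of a phase may also have been prepared together, and the labels give no batch, so a batch and the season or the allergen exposure are confounded and the season stays open as untested. Leaving out single horses moved the count in allergic horses to 542 (A1), 601 (A2) and 571 (A6). The count in healthy horses moved to 8 (H1), 2 (H2), 22 (H4), 414 (H6), 2 (H7) and 756 (A6). The fit of all 24 libraries shares an estimate of the spread between the groups, so the count in healthy horses also depends on the libraries of allergic horses. Whether a change in this spread accounts for the move without A6 was not tested.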

How the results depend on the processing

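The likelihood ratio test and robust dispersion of edgeR, DESeq2 without replacement of outlying counts, and DESeq2 with each horse left out were chosen after results were seen. The other alternatives and the main tests were chosen before the data were examined. Where a cause is not given, the cause was not tested.

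The number of genes called between the groups in the “Remission Phase” was 1 with edgeR's quasi-likelihood test and stayed 1 with RLE factors, without the filter, with filterByExpr and with robust dispersion, and the same gene was called each time. It was 34 with DESeq2, 36 with DESeq2 without outlier replacement, 20 with the likelihood ratio test, 6 in the 4-group fit and 0 with voom, where 2221 genes had an unadjusted p under 0.05. DESeq2 also called all 6 genes of the 4-group fit and 16 of the 20 genes of the likelihood ratio test. In the “Clinical Phase”, the count was 0 (444 unadjusted) with edgeR's quasi-likelihood test and 0 with RLE factors (438), filterByExpr (315), voom (505), the 4-group fit (515) and robust dispersion (397). It was 9 with DESeq2, 9 with DESeq2 without outlier replacement, 9 with the likelihood ratio test, 6 of these shared with DESeq2, and 4 without the filter, all 4 shared with DESeq2. With the fold change limit read as linear, DESeq2 gave 27 genes in place of 8 in the “Remission Phase” and 7 in place of 4 in the “Clinical Phase”, since that limit is lower.

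With each horse left out in turn, edgeR's quasi-likelihood test called 0 to 4 genes in the “Remission Phase”. It called 4 without H4, 1 without A7 and 1, another gene, without H6, and 0 without any of the others (759 to 1650 unadjusted over all of these fits). DESeq2 called 12 to 148 genes, with 148 without A6, 108 without A7, 54 without A4, 16 without H2 or H7, 15 without A5 or H4 and 12 without H1. During the “Clinical Phase”, edgeR called 0 to 6 genes, 6 without H4 and 1 without A1, A2, A3 or H7 (364 to 562 unadjusted over all 12 fits). DESeq2 called 7 to 14, the most without H1.

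The count of genes whose group difference differed between phases was 0 with edgeR's quasi-likelihood test (505 unadjusted), and 0 with RLE factors, filterByExpr, no filter, thinned counts, the horse as a block, DESeq2 (495 unadjusted) and each horse left out (320 to 687 unadjusted). Between phases, the count in allergic horses was 726 with the horse as a block, 661 of them among the 1325 without it, and 1832 with DESeq2. With the block, healthy horses had 126 genes, 93 of them among the 182 without it, and the interaction 0 (441 unadjusted). In allergic horses the count was 542 to 1332 with each horse left out. In healthy horses it was 523 with DESeq2 and 2 to 756 with each horse left out.

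The share of the sum of squares between the groups in the “Remission Phase” was 0.144 and stayed past the threshold with log2(CPM + 1), the 1000 most variable genes and the DESeq2 scale. With each horse left out it was 0.131 to 0.176, past the threshold without any 1 allergic horse. Its exact permutation p was 0.176 without H1, 0.112 without H2, 0.164 without H4, 0.121 without H6 and 0.145 without H7. The difference between phases was 0.0384 to 0.0864 with each horse left out, and past the threshold only without A6. The difference in CPM of the CCR10-matched gene stayed past the threshold with TMM library sizes and without any 1 horse. The latter was fixed in advance, since groups that do not overlap give the smallest possible p without any horse.

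Of the 13 log2 fold changes of matched genes, all kept their direction without the filter, with voom, in the 4-group fit, with robust dispersion and with the likelihood ratio test. DESeq2, with or without outlier replacement, called 9 further ones, the likelihood ratio test 9, the test without the filter 3 and the 4-group fit 2, and voom lost 1. The filterByExpr setting gave no value for 2 of them. Over 156 values with 1 horse left out, 133 kept their direction and side, 10 lost a call, 6 gained one and 7 reversed, all 7 of the KEF40-matched gene in the “Remission Phase”. All 10 lost calls were of the ATP6-matched gene in the “Remission Phase”.

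The KEF40-matched gene in the “Remission Phase”, near 0, changed sign to 0.018 with DESeq2, with or without outlier replacement, to 0.017 with RLE factors and to 0.0036 with filterByExpr, and ranged from -0.35 to 0.16 with each horse left out. It moved most with limma voom, to -0.68 (standard error 0.36, adjusted p = 0.339 from voom), in the same direction and not past the threshold.

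The alternative without genes of the mitochondrial genome, the tests of gene sets and the levels of 5 further genes were not run, since the files pair no identifier with a symbol. Depth limits the genes near 0, such as the CCR10-matched gene, where 3 counts stand for 0.0742 to 0.207 CPM.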

Differences from the paper's values

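The likelihood ratio test and robust dispersion of edgeR were chosen after the values were seen. So were DESeq2 without replacement of outlying counts and DESeq2 with each horse left out. The other alternatives were chosen before the data were examined. The fold changes that the paper gives as FC are on the log2 scale, and all 9 that it prints for the matched genes lay within 1 standard error of the values found here. They equal the DESeq2 values as printed except for the F13A1-matched gene in the “Clinical Phase”, with 3.5 in the paper and 3.63 here. The genes were matched by the paper's DESeq2 values, so that a DESeq2 value equal to the paper's is no independent evidence.

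The paper reports 39 genes with an adjusted p under 0.05 in either phase, and edgeR's quasi-likelihood test called 1. Past the fold change limit, the paper reports 5 higher and 3 lower genes in the “Remission Phase”, where edgeR called 0 and 1, and 1 higher and 3 lower genes in the “Clinical Phase”, where edgeR called 0 and 0. The paper reports 9 genes in the “Clinical Phase” before that limit, and edgeR called 0, with 444 genes at an unadjusted p under 0.05. DESeq2, the paper's test, gave each of these numbers, 39, 5, 3, 1, 3 and 9. For the 9 genes, edgeR without healthy horse H4 came within the margin at 6 genes, of which 4 were among the 9 of DESeq2. DESeq2 on thinned counts also came within it, with 10 genes in each of 5 draws, 9 of them shared with DESeq2 at full depth. The other alternatives set before did not. For the 39 genes, only DESeq2 did among those counted over both phases. Past the limit, further alternatives came within the margin for single counts. For the lower genes of the “Remission Phase” these were the 4-group fit and leaving out H4, with 2 genes each, and for those of the “Clinical Phase” leaving out H4, with 3. For the higher gene of the “Clinical Phase” they were the test without the filter and leaving out A1, A3 or H7, with 1 gene each, which without H7 was not among the 9 of DESeq2. The remaining alternatives set before for which these counts were taken stayed outside it. Of the tests chosen after the values were seen, the likelihood ratio test came within it for the higher genes, with 4 and 1, while it called 24 genes in either phase and 18 of the 39. DESeq2 without outlier replacement called 41 in either phase, all 39 among them. DESeq2 without A1, A2, A3, A4 or H6 called 54, 43, 42, 57 and 28, which hold 32, 28, 26, 34 and 16 of the 39. DESeq2 without outlier replacement and the likelihood ratio test each called 9 genes in the “Clinical Phase” too, and 6 of the latter were called by DESeq2, so that it dropped 3 of these 9. DESeq2 without A1, A6 or H7, also run after the values were seen, called 9 genes as well, of which it shared 7, 8 and 7 with DESeq2 on all horses.

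The paper's normalized medians were 8.93 and 8.96 in allergic and healthy horses of the “Remission Phase” and 7.94 and 7.92 in the “Clinical Phase”, with SDs. The medians of log2(CPM + 4) were 4.21, 4.25, 4.05 and 4.04, which is another scale. With counts divided by DESeq2 size factors and 4 added, they were 8.69, 8.72, 7.94 and 7.93. The first 2 lay below the paper's by more than its SDs of 0.055 and 0.008, though by less than 1.5 times, and the last 2 lay within its SDs of 0.012 and 0.023. The other pseudocount and filters stayed apart. On that scale the shares of variance of the first components of both phases match those printed in SFigure 1C.

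The median log2 normalized count of the KEF40-matched gene in the “Remission Phase” was about 9.1 in allergic horses and about 8.3 in healthy horses in SFigure 3A, read by eye, and 12.2 and 13.0 in the files. No alternative was computed for it.

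The adjusted p of the F13A1-matched gene is 0.0000019 in the “Remission Phase” and 0.0000064 in the “Clinical Phase” in the paper, and 0.137 and 0.0969 by edgeR's quasi-likelihood test. For other genes of the “Remission Phase”, the paper gives 0.0039 for C1R, 0.035 for IGF2BP3, 0.0000000091 for ATP6 and 0.000051 for ND5. The edgeR values of the matched genes were 0.472, 0.465, 0.0387 and 0.137. Within the “Clinical Phase”, the paper gives 0.0024 for CCR10, 0.00012 for KEF40 and 0.000064 for ATP6, and edgeR gave 0.396, 0.221 and 0.0969. DESeq2 fell within the margin for all of these except ATP6 in the “Clinical Phase”, where it gave 6.4e-06. The other alternatives set before, leaving out each horse included, stayed outside it for every one of these genes. Some of them still called a gene that edgeR did not: the 4-group fit called the F13A1-matched and ND5-matched genes in the “Remission Phase”, and the test without the filter called the F13A1-matched and ATP6-matched genes in the “Clinical Phase”. Leaving out A1 or A3 called the F13A1-matched gene in the “Clinical Phase”, and leaving out H4 called the ND5-matched gene in the “Remission Phase” and the ATP6-matched and KEF40-matched genes in the “Clinical Phase”. The likelihood ratio test, chosen after the values were seen, called 9 further of the 13 matched results. It fell within the margin for ATP6 in the “Clinical Phase”, at 6.19e-05, for F13A1 in the “Clinical Phase”, at 5.85e-06, and for ND5 in the “Remission Phase”, at 5.66e-05, and outside it for the other 6 of these values. Of the DESeq2 fits with 1 horse left out, those without A7 and H1 also fell within it for ATP6 in the “Clinical Phase”, at 7.37e-05 and 7.91e-05.

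The paper counts 1 more allergic horse without CCR10 expression in the “Clinical Phase” than the 2 with 0 counts of the matched gene, and the next lowest had 0.0455 CPM. SFigure 3B marks no difference of ND5 in the “Clinical Phase”, where DESeq2 gave an adjusted p of 2.1e-05 for the matched gene and edgeR 0.0969.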

Other observations

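The tests of the levels of single horses between phases, and of the depth behind 1 split of the “Clinical Phase” libraries, were chosen after the patterns were seen.

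During the “Remission Phase”, 2 of 100 splits of the libraries into groups of 7 and 5, the real one included, gave as many edgeR calls as the 1 between allergic and healthy horses. With DESeq2, 2 of 100 gave as many as the 34 calls, and the other one gave 71. Chance can thus be excluded for both counts at the level of 0.05. This does not make allergy the cause. By the paper's description, the allergic mares had a higher median age than the healthy mares, and the only gelding was allergic. Age and sex stay open as untested explanations of a difference between the groups. For the “Clinical Phase”, all 100 of 100 splits reached the edgeR count of 0, which any split does, so that this decides nothing. With DESeq2, 9 of 100 gave as many as the 9 calls, the highest with 784, and chance cannot be excluded for them. For the genes whose group difference differs between phases, no splits were run, since any split reaches a count of 0 and this would decide nothing.

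More genes were called in the “Remission Phase”, whose libraries were deeper. Deeper sequencing may raise the number of calls, but with all libraries thinned to an expected total of 14493071 counts DESeq2 called a median of 27 genes in the “Remission Phase” over 5 draws and 10 in the “Clinical Phase”. This argues against depth as the whole cause. Whether a gene differs more in one phase than in the other was tested by the interaction, for which edgeR called 0 genes, with 505 at an unadjusted p under 0.05, and DESeq2 called 0. The season and allergen exposure stay open as untested explanations, and so does a batch, which the labels do not give.

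The split of the “Clinical Phase” libraries with the highest count set A3, A4, A7, H1, H4, H6 and H7 against A1, A2, A5, A6 and H2, so it mixes the groups. It gave 352 calls by edgeR and 784 by DESeq2, with 2413 genes at an unadjusted p under 0.05 by edgeR. A difference in depth might produce such a split, but with all libraries of the phase thinned to the lowest total edgeR called 333 to 352 genes, which argues against it. What the horses on a side share was not tested, and no biological explanation was tested.

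The F13A1-matched gene differed widely among the allergic horses, and each horse may have a level of its own. Over the 7 allergic horses, its levels in the 2 phases had a Pearson correlation of 0.711 (two-sided exact permutation test, p = 0.0798, adjusted p = 0.399 over 5 genes) and a Spearman correlation of 0.75 (exact permutation p = 0.0663, adjusted p = 0.331). Without A4 and A2, which lay farthest from the median, the Pearson correlation was 0.448. A level kept by each horse and a chance order cannot be told apart with 7 horses.

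Of the genes called between phases by edgeR's quasi-likelihood test, 133 were called both in allergic and in healthy horses, where 17.7 are expected if genes are called independently, and all 133 changed in the same direction. Of the genes called in allergic horses, 97.1% had the same direction in healthy horses, and 98.4% the other way round. With the libraries of H4, H7 or H1 exchanged between the phases, the first share was still 96.4%, 94.6% and 93.8%, so that it says little by itself.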
